A study of Mus musculus with 45 samples. Its data were reported in "Pleomorphic Adenoma Gene 1 Is Needed For Timely Zygotic Genome Activation and Early Embryo Development" (2019).

How the data were processed

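Expression was measured by STRT RNA-seq in female CD-1 mice, an outbred laboratory stock, that were wildtype (WT) or Plag1 knockouts (Plag1KO, or KO). STRT is a library protocol that captures the 5′ ends of polyadenylated transcripts and tags each molecule with a unique molecular identifier, so that amplification copies can be merged. The mice had been treated with gonadotropins to induce superovulation. From each mouse 3 tissues entered the series: a whole piece of uterine horn (uterus), the mucosa scraped from the opened horn (endometrium) and the muscle wall that remained (myometrium). A fixed amount of synthetic ERCC spike-in RNA was added, and the libraries were made as a single 46-plex pool.

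The authors deposited a single table of raw counts, with a row for each of 24422 gene symbols and 92 ERCC spike-ins and a column for each of 45 libraries. Per the labels and the methods of the study, the authors sorted reads by library barcode, joined reads that shared a molecular identifier, trimmed them, aligned them with TopHat to the mouse genome build mm9 and counted tags over UCSC gene models with Homer. The deposited values were whole counts, with no scaling and no gene filter. The aligner's treatment of reads with several equally good positions was not stated, and neither was the use of strand in counting. Genes with near-identical copies and genes that overlap others are therefore uncertain.

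Libraries were grouped by tissue and genotype from their labels, which gave 6 groups with 7 mice in each. The mouse number in the labels joined the 3 tissues of a mouse, and the pairing of samples comes from it. The labels assigned 3 endometrium libraries to KO mouse 13 and 2 myometrium libraries to WT mouse 12. Counts of such repeat libraries were summed, so that each mouse was 1 replicate, and for depth and spike-in shares they were averaged. A chi-square test of the counts over genes was run for each pair of libraries in a group. The statistic per degree of freedom was 3.30 to 5.31 for the 3 pairs of mouse 13 and 6.81 to 17.1 for the 33 other pairs of that group, and it was 2.26 for the pair of mouse 12 against 3.80 to 11.0 for the 27 other pairs. Repeat libraries thus differed by more than sampling noise and by less than libraries of different mice. The well in the labels placed mice 1 to 8 in plate rows A to C (5 WT and 3 KO) and mice 9 to 14 in rows D to F (2 WT and 4 KO), and these blocks of rows were treated as a technical batch. Apart from the repeat wells D8, E8 and F6, uterus was in rows A and D, myometrium in B and E, and endometrium in C and F. Differences between tissues are therefore also differences between rows.

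Total counts ranged from 264095 to 1232992 per library. A floor of 3 counts was taken as the smallest level a library could show, which was 2.45 to 11.7 CPM (counts scaled to a common library total) depending on its depth. Intervals and floors of this kind cover counting error only. The study left out libraries with a median log2 CPM under 0, without stating the genes or the prior count. Here the median was taken over genes with at least 1 CPM in at least 5 libraries, which can hardly fall under 0. These medians ranged from 2.74 to 3.69, and 0 libraries were left out. Over all 24422 genes, 0 libraries had a median under 0 with a prior count of 2 and 26 of 45 with a prior count of 0.25, and no fit without those 26 was made.

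Genes with at least 1 CPM in at least 5 samples of a fit were tested with edgeR 4.0.16 (quasi-likelihood F test, TMM factors) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. No covariate or block was in the main design. KO was compared with WT in each tissue alone, endometrium with myometrium in each genotype alone, and a genotype by layer interaction was fitted over the 4 groups of endometrium and myometrium. The standard error of a log2 fold change was its absolute value divided by the square root of its F statistic. Between-genotype shares of variance (log2 CPM, prior count 2), layer scores, spike-in shares, depth and component scores were compared by exact permutation tests over all 3432 splits of 14 mice into groups of 7. All were two-sided except the share of variance, which was one-sided. The layer score was the mean log2(CPM + 1) of the epithelial genes Krt8, Krt18, Epcam and Cdh1 minus that of the smooth muscle genes Acta2, Des, Myh11 and Cnn1.

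Genes were named by a rule set before the data were examined. Plag1, its relatives Plagl1 and Plagl2, the known target Igf2 and the 8 layer score genes were always named. For each comparison of genotypes, and for the interaction, up to 5 genes past the threshold were named, or the gene with the smallest p if none passed. For each layer comparison, the 3 genes in each direction with the largest change were named among those past the threshold, at an average log2 CPM of 5 or more and changed the same way in every mouse. Alternatives, also set before the data were examined, were DESeq2 1.42.0, relative log expression factors, spike-in scaling, no gene filter, a filter at 10 CPM, repeat libraries kept apart or reduced to 1 per mouse, an adjusted p under 0.1, all 6 groups in a single fit, the plate rows as a covariate, the mouse as a replicate block in edgeR, and limma 3.58.1 (voom) with the mouse as a random block. For the per-sample measures the pseudocount, prior count, scaling and gene set were varied.

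The edgeR fits were tested on simulated counts drawn with the means, dispersions and library sizes of the real samples. With 200 genes changed 4-fold, 59.0% were recovered in uterus, 61.5% in endometrium and 65.5% in myometrium for KO against WT, and 25.0% for the interaction. At an average log2 CPM of 5 or more, recovery was 100% of 53 genes in uterus, 98.3% of 59 in endometrium and 100% of 63 in myometrium, and 70.5% of 44 for the interaction. False calls in these 4-fold runs numbered 2 in uterus, 9 in endometrium, 12 in myometrium and 1 for the interaction. With 2-fold changes 3.5%, 0% and 12.0% of 200 genes were recovered. With no changed gene there were 0 calls in each of these fits.

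Positions are from the GENCODE M1 annotation of NCBIM37, the assembly that mm9 is made from. Of the 24422 symbols, 20724 (84.9%) matched a gene name there. Near-identical copies were counted with BLAST+ 2.17.0 from the first 100 bases of each protein-coding transcript, as matches elsewhere in that genome with at least 95 aligned bases and at least 95% identity. The largest number over the transcripts of a gene was used, a choice made after the first listed and the longest transcript alone had been tried.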

Results

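Uterine gene expression was compared between WT and Plag1KO females to ask whether the maternal tract, apart from the embryo, differed between the genotypes. Plag1 encodes a zinc finger transcription factor of the PLAG family. The data were molecule counts for 24422 genes in 45 libraries from 14 mice. Whole uterus was represented by 7 WT and 7 KO libraries, endometrium by 7 WT and 9 KO libraries, and myometrium by 8 WT and 7 KO libraries, always from 7 mice per genotype. Total counts ranged from 784630 to 1232992 per library in WT uterus and from 490999 to 1099526 in KO uterus. They ranged from 264095 to 856587 in WT endometrium, from 468519 to 1024124 in KO endometrium, from 460287 to 868562 in WT myometrium and from 318286 to 701157 in KO myometrium. Between 10137 and 13121 genes had at least 1 count in a library.

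The mean depth of the uterus libraries was 1049990 ± 158648 counts in WT and 815969 ± 213447 in KO (SD, n = 7 each; exact permutation p = 0.0396, 0.119 after adjustment over 3 tissues). The difference was not resolved within plate rows A to C (exact p = 0.161) or D to F (exact p = 0.267), where it kept its direction. Depth did not differ between genotypes in endometrium (606972 ± 232890 in WT and 711795 ± 176038 in KO, n = 7 each, exact p = 0.361) or myometrium (561022 ± 142535 and 548037 ± 126882, n = 7 each, exact p = 0.868). In endometrium the direction changed between the plate rows, with a difference (KO minus WT) of 298300 counts in rows A to C (exact p = 0.143) and -190300 in rows D to F (exact p = 0.267). WT mice 1 and 5, both in rows A to C, had 264095 and 308575 counts there, against at least 624601 in the other WT mice.

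The targeted gene was examined in every group before any other. Plag1 lies on chromosome 4 (3828143 to 3865570, minus strand, NCBIM37) and has a head-to-head neighbour, Chchd7 (3866035 to 3878193, plus strand). Plag1 had at most 1 count in any library. In total it had 1 count in WT uterus, 2 in KO uterus, 0 in WT endometrium, 2 in KO endometrium, 1 in WT myometrium and 1 in KO myometrium. All 45 libraries were below the floor of 3 counts, so no fold change was computed, and Plag1 did not pass the filter of any test. The mean log2(CPM + 1) did not differ between genotypes in uterus (exact permutation p = 0.731), endometrium (p = 0.462) or myometrium (p = 1). The genotype labels could not be checked from this gene at the present depth.

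The relatives of Plag1 and its known target were also close to the floor. Plagl2 (chromosome 2, 153053495 to 153067162) averaged 3.90 ± 1.51 CPM in WT uterus and 2.78 ± 3.17 in KO uterus (SD, n = 7 each), with an edgeR log2 fold change of -0.54 ± 0.61 (SE) and an adjusted p of 0.952. In endometrium its log2 fold change was 0.34 ± 0.50 (adjusted p = 0.987, edgeR) and in myometrium 0.10 ± 0.58 (adjusted p = 1.00, edgeR). Igf2 (chromosome 7, 149836673 to 149852721), which overlaps Mir483 and the antisense gene Igf2as, averaged 6.06 ± 4.45 CPM in WT uterus and 3.71 ± 3.53 in KO uterus, and 10.1 ± 5.39 and 8.77 ± 4.17 CPM in WT and KO myometrium (SD, n = 7 each). Its edgeR log2 fold changes were -0.60 ± 0.59 in uterus and -0.26 ± 0.45 in myometrium, with adjusted p of 0.949 and 1.00. Plagl1 (chromosome 10, 12810497 to 12851500) averaged 8.05 ± 3.31 CPM in WT myometrium and 6.27 ± 4.64 in KO myometrium (SD, n = 7 each; log2 fold change -0.37 ± 0.51, adjusted p = 1.00, edgeR). Plagl1 in uterus and endometrium, and Igf2 in endometrium, were at or under the floor in all samples of at least 1 genotype, and their fold changes are not interpretable. With adjustment over these 3 genes alone, the smallest p was 0.491 in uterus, 0.837 in endometrium and 0.846 in myometrium (edgeR), and 0 of the 3 genes passed in each tissue under either adjustment.

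Across all tested genes, the quasi-likelihood test of edgeR found 0 genes with an adjusted p under 0.05 between KO and WT in uterus (12959 tested), 0 in endometrium (13004 tested) and 0 in myometrium (12991 tested). At an unadjusted p under 0.05 there were 731 genes in uterus (5.64% of those tested), 676 in endometrium (5.20%) and 548 in myometrium (4.22%), where 5% are given by chance alone. The alternative that moved the counts at an adjusted p most was a single fit of all 6 groups, which called 7 genes in endometrium (2 higher and 5 lower in KO). Spike-in scaling moved the counts at an unadjusted p most, to 1682 genes (13.0%) in uterus. In simulated counts with the same design, 59.0% to 65.5% of 4-fold changes and 0% to 12.0% of 2-fold changes were recovered in these comparisons. Most changes of 2-fold or less in single genes were thus not detectable at this depth and sample size.

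The gene with the smallest p in uterus was Ttr (chromosome 18, 20823751 to 20832825), at 30.03 ± 28.9 CPM in WT and 5.39 ± 3.97 in KO (SD, n = 7 each; log2 fold change -2.49 ± 0.53, adjusted p = 0.387, edgeR). In endometrium it was Rab17 (chromosome 1, 92854710 to 92866238), at 10.5 ± 3.34 CPM in WT and 33.9 ± 13.3 in KO (SD, n = 7 each; log2 fold change 1.73 ± 0.34, adjusted p = 0.505, edgeR). DESeq2 gave Rab17 an adjusted p of 0.0441 with a log2 fold change of 1.72.

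In myometrium the gene with the smallest p was Gapdh (chromosome 6, 125111871 to 125116485), at 18.2 ± 6.52 CPM in WT and 215 ± 323 in KO (SD, n = 7 each; log2 fold change 3.51 ± 0.68, adjusted p = 0.154, edgeR). The SD in KO exceeded the mean because 2 KO mice carried the difference. Gapdh was at 671 CPM in mouse 2 and 703 CPM in mouse 9, whereas the other KO mice had 15.3 to 36.9 CPM and the WT mice 11.9 to 29.3 CPM. Mice 2 and 9 were also the only mice above 100 CPM in uterus (441 and 313 CPM) and endometrium (677 and 450 CPM). The difference in Gapdh was therefore not shared by the KO group. The first 100 bases of 1 of its 3 distinct annotated transcript starts had 44 near-identical copies elsewhere in the genome and the other 2 had 0, so its counts are uncertain.

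**Figure D1:**
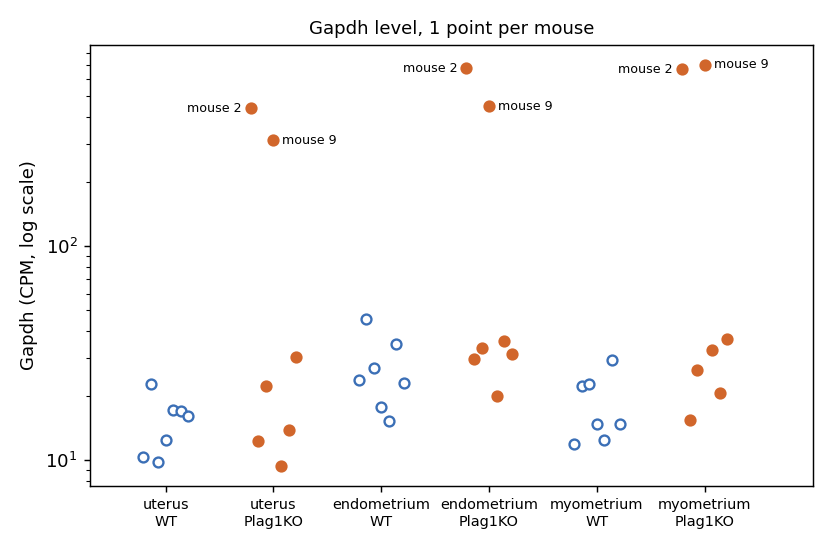
Gapdh level in CPM (log scale) in each tissue and genotype, with 1 point per mouse (n = 7 per group; open points WT, filled points Plag1KO). Mice 2 and 9 lie between 313 and 703 CPM in every tissue, and all other points lie at 45.9 CPM or less.

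The transcriptomes as a whole were then compared. The between-genotype share of the total sum of squares of log2 CPM was 8.70% in uterus (n = 7 each, exact permutation p = 0.189). It was 7.89% in endometrium (exact p = 0.379) and 7.42% in myometrium (exact p = 0.604). After adjustment over the 3 tissues these exact permutation p were 0.566, 0.568 and 0.604. Any split of the mice gives a share of some size, so these shares are not effects of genotype in themselves. Over all 42 mouse and tissue samples, tissue accounted for 23.6% of the sum of squares across 14822 genes. Principal component 1 held 19.6% of the variance and ordered the tissues, with scores from -56.7 to -0.87 in endometrium, -30.1 to 15.4 in uterus and 14.9 to 61.4 in myometrium. Principal component 2 held 9.10% and component 3 held 5.02%. Of 9 exact comparisons of genotype on these components within tissues, the smallest p was 0.171 (component 1 in endometrium), with an adjusted value of 0.791.

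**Figure D2:**
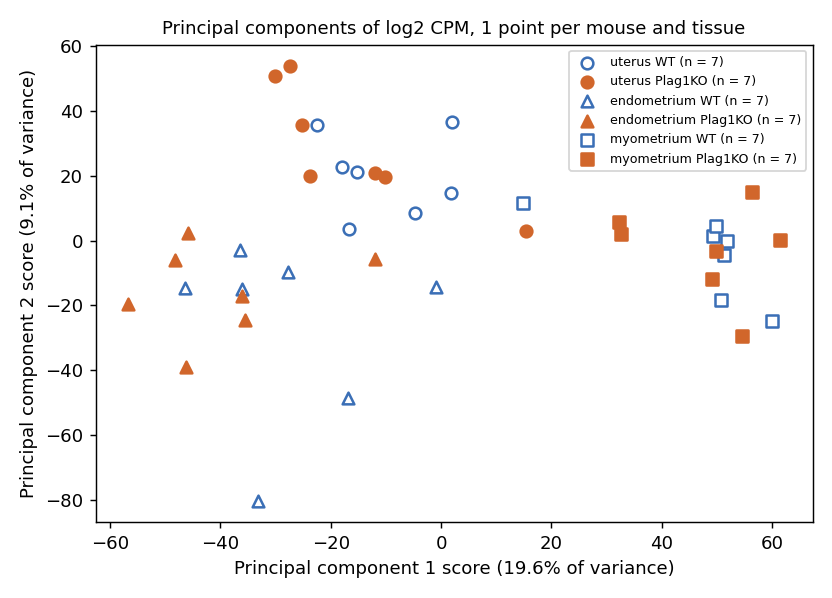
Scores of the 42 mouse and tissue samples on principal component 1 (19.6% of variance, horizontal) and 2 (9.10%, vertical); marker shape gives the tissue, open markers WT and filled markers Plag1KO (n = 7 per group). Myometrium samples lie to the right at 14.9 or more, endometrium samples to the left at -0.87 or less, and the genotypes overlap in each tissue.

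The separation of the layers by scraping was tested in each genotype. The layers also lay in different plate rows, and an effect of the row was not separated from that of the layer. In WT mice 1746 of 13227 genes differed between endometrium and myometrium at an adjusted p under 0.05 (edgeR), of which 901 were higher and 845 lower in endometrium. With the mouse as a replicate block the count was 1850, and 1611 genes were shared by both fits. In KO mice 2508 of 12969 genes differed (1378 higher and 1130 lower in endometrium). The fit with the mouse as a replicate block gave 2776, with 2384 genes shared. Deviations from the group means correlated between the layers of the same mouse with a mean r of 0.086 in WT and 0.128 in KO across 14822 genes. Between layers of different mice the mean r was -0.0146 and -0.0212. Deviations cancel out over the mice of a group, so these values largely follow from those for the same mouse and are no separate baseline. Genes are not independent replicates. Spike-in scaling moved the balance of directions most. The median log2 fold change of all genes was then 0.21 in WT (0.01 with TMM) and 0.57 in KO (0.08 with TMM), and the share of called genes that were higher in endometrium was then 67.2% in WT (51.6% with TMM) and 86.3% in KO (54.9% with TMM).

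The 8 layer score genes all differed between the layers in both genotypes. Log2 fold changes of endometrium over myometrium in WT and KO were 2.78 and 2.89 for Krt8, 2.65 and 2.68 for Krt18, 2.79 and 3.18 for Epcam and 2.36 and 2.78 for Cdh1. They were -2.85 and -3.84 for Acta2, -2.73 and -2.40 for Des, -3.25 and -3.56 for Myh11 and -3.08 and -3.87 for Cnn1. Their adjusted p ranged from 3.65e-05 (Epcam) to 0.00313 (Cdh1) in WT and from 3.83e-06 (Krt8) to 0.0014 (Myh11) in KO (edgeR). In WT, the largest increases in endometrium among the genes that moved the same way in every mouse were Ovgp1 (log2 fold change 6.09 ± 1.11), Padi2 (3.68 ± 0.58) and Hdc (3.30 ± 0.52), and the largest decreases were Tnni2 (-3.99 ± 0.59), Bdh1 (-3.89 ± 0.53) and Pcp4 (-3.69 ± 0.64). The Ovgp1 mean in WT endometrium, 839 ± 2039 CPM (SD, n = 7), rested largely on mouse 8. Its log2 fold change depended on the method, at 2.37 with DESeq2 (3.75 for Padi2 and 3.36 for Hdc) and 3.93 with the mouse as a replicate block. In KO, the largest increases were Wfdc10 (3.93 ± 0.53), Clca1 (3.90 ± 0.96) and Sprr2f (3.86 ± 0.84), and the largest decreases were Lum (-4.23 ± 0.53), Pcp4 (-4.15 ± 0.85) and Tagln (-4.08 ± 0.82). In the annotation Ovgp1 overlaps Wdr77, Pcp4 overlaps Igsf5 and Padi2 overlaps a U6 gene on the same strand. Bdh1, Des, Fkbp5, Padi2, Tagln, Ttr and Wfdc10 overlap genes on the opposite strand.

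A greater number of layer genes in KO than in WT did not in itself show that the genotypes differed, and the difference was tested as an interaction. In the edgeR fit 0 of 14314 genes had a genotype by layer interaction at an adjusted p under 0.05, with 658 genes at an unadjusted p under 0.05. The smallest p belonged to Fkbp5 (chromosome 17, 28536040 to 28654469; interaction 3.34 ± 0.77 on the log2 scale, adjusted p = 0.970, edgeR), with means of 2.12 ± 2.01 CPM in WT endometrium, 10.9 ± 9.14 in KO endometrium, 23.9 ± 14.9 in WT myometrium and 10.3 ± 4.62 in KO myometrium (SD, n = 7 each). Simulated 4-fold interactions were recovered in 25.0% of genes. With the mouse as a replicate block, edgeR called 10 genes (2 higher and 8 lower), among them Acta2, Cnn1 and Fkbp5. For Fkbp5 the interaction was then 3.07 on the log2 scale (adjusted p = 0.0171, edgeR). A count of 10 was not unusual for arbitrary groups of mice, as given below. The limma fit with the mouse as a random block gave 0 genes, at a consensus correlation of 0.0563 within mice.

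The layer score measured the mixture of epithelium and muscle in each sample. It averaged -3.59 ± 0.71 in WT uterus and -3.21 ± 0.41 in KO uterus (SD, n = 7 each; exact permutation p = 0.244). In endometrium it averaged -0.35 ± 2.02 in WT and 1.33 ± 2.20 in KO (n = 7 each, exact p = 0.164), and in myometrium -6.98 ± 1.44 and -6.94 ± 1.02 (n = 7 each, exact p = 0.961). After adjustment over the 3 tissues the p-values were 0.365, 0.365 and 0.961. Within plate rows A to C the endometrium difference was 2.98 (exact p = 0.125) and within rows D to F it was 0.49 (exact p = 0.867). Endometrium samples ranged from -3.86 to 1.88 in WT and from -3.16 to 3.57 in KO. The lowest KO value was that of mouse 13, and the other KO mice lay at 0.74 to 3.57. The comparison was not repeated without mouse 13, so how far its outcome rests on that mouse is open.

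**Figure D3:**
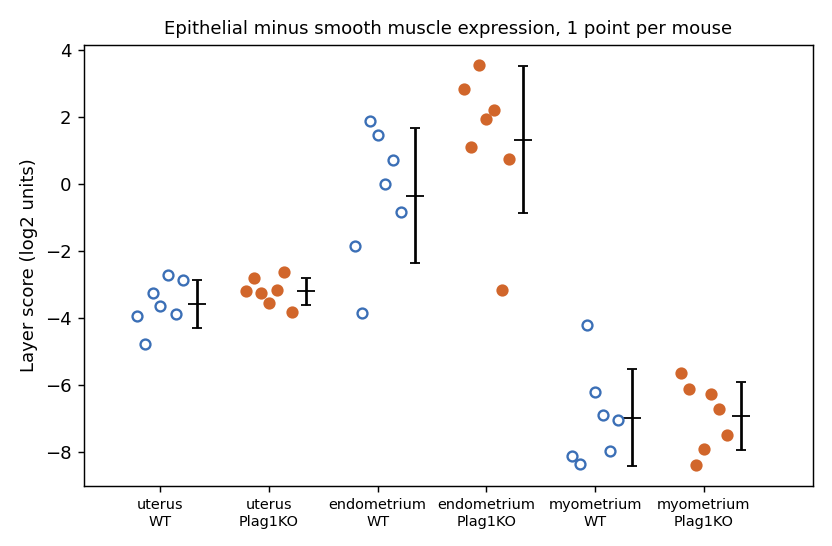
Layer score in log2 units (mean of 4 epithelial genes minus mean of 4 smooth muscle genes) by tissue and genotype, with 1 point per mouse (n = 7 per group; open points WT, filled points Plag1KO) and bars giving the mean ± SD. Endometrium spreads from -3.86 to 3.57 and overlaps whole uterus, and the genotypes overlap in each tissue.

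The share of spike-in molecules falls as the captured sample RNA rises. It was 0.865 ± 0.0617% of all counts in WT uterus and 1.04 ± 0.107% in KO uterus (SD, n = 7 each; exact permutation p = 0.00524, 0.0157 after adjustment over 3 tissues), and 5 of the 7 KO values lay above the highest WT value. The difference was 0.207 percentage points within plate rows A to C (5 WT and 3 KO, exact p = 0.0179, the smallest that split allows) and 0.1004 within rows D to F (2 WT and 4 KO, exact p = 0.333, where the smallest possible is 0.0667). In endometrium the share was 1.70 ± 0.809% in WT and 1.23 ± 0.358% in KO (n = 7 each, exact p = 0.226), and in myometrium it was 1.60 ± 0.262% and 1.66 ± 0.428% (n = 7 each, exact p = 0.788). The WT endometrium values of mice 1 and 5 were 2.95% and 2.79%, against 1.13% to 1.44% in the other WT mice. Within plate rows A to C and D to F the differences were -0.858 and 0.203 percentage points in endometrium (exact p = 0.143 and 0.600) and -0.0312 and 0.186 in myometrium (exact p = 0.732 and 0.800).

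**Figure D4:**
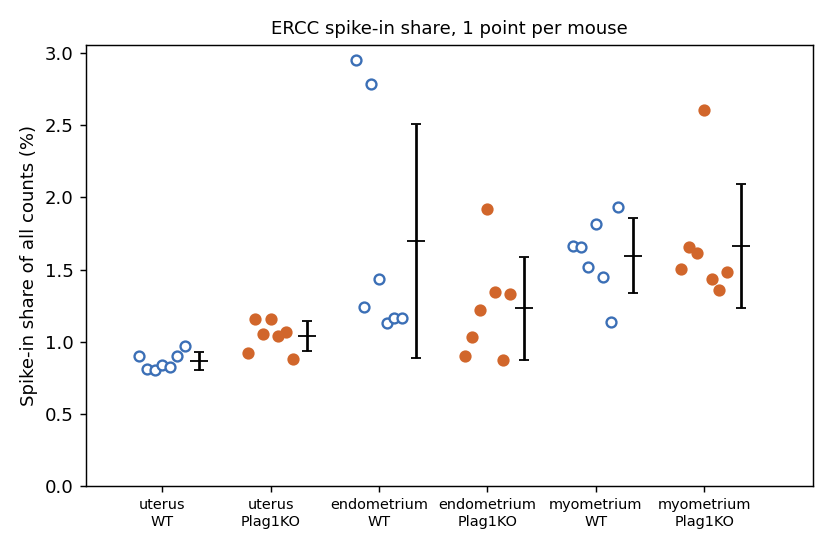
Share of ERCC spike-in molecules in all counts (%, axis from 0) by tissue and genotype, with 1 point per mouse (n = 7 per group; open points WT, filled points Plag1KO) and bars giving the mean ± SD. In uterus 5 of the 7 KO points lie above the highest WT point at 0.971%, and the genotypes overlap in the other tissues.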

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

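The tests of explanations in this part were chosen after the values were seen, except the splits of the mice, the Des covariate test and the match of all libraries to mice over all genes, which was applied to mouse 13 after its layer score was seen. Of 99 groups of 7 mice that were examined, 13 held a single sample far from the others (3 of 18 groups of per-sample measures and 10 of 81 groups of gene levels), where about 5% are given by chance.

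KO mouse 13 stood apart in endometrium. Its layer score was -3.16, while the other KO mice lay at 0.74 or above when libraries were scored singly. Its levels of the muscle genes Des (11.69 on the log2 CPM scale) and Pcp4 (9.93) also lay far above those of the other KO endometrium samples. A single failed library was tested with its 3 repeat libraries, whose scores spanned 0.209 against a gap of 3.81 to the nearest other mouse, so a failed library did not account for the value. A mislabelled mouse was tested by matching each library to the mice. Over all genes 1 of the 3 libraries matched mouse 13 best, which left the question open. Over 200 genes that varied together between mice in the other tissues, a selection made after that first outcome, 3 of the 3 libraries matched mouse 13 best. A mislabelled tissue or incomplete scraping was tested by correlation with the tissue means of the other mice, and 3 of the 3 libraries lay closer to whole uterus (r from 0.930 to 0.935 across genes) than to endometrium (0.922 to 0.933). The margins were small and genes are not independent replicates. Muscle left in the scraping may account for this sample, and that could not be told apart from a mislabelled tissue.

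Total counts of WT mouse 10 myometrium were 868600, well above the other WT myometrium samples. More sample RNA in the library was tested with the spike-in counts, which were 118% of the median of the other WT myometrium libraries while its gene counts were 173%, a pattern consistent with more captured RNA. The spike-in share, which had been used first, is not independent of total counts. The spike-in share of KO mouse 9 myometrium was 2.61%, against 1.36% to 1.66% in the other KO samples. Its gene counts were 54.2% of the median of the other KO myometrium libraries and its spike-in counts 92.3%, which is consistent with less sample RNA in that library, although a raised share already implies low gene counts relative to spike-in counts. No biological explanation was tested for either.

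Krt18 was high in WT mouse 5 myometrium (8.40 on the log2 CPM scale). Epithelium left on the muscle was tested with the other epithelial genes, and 3 of the 3 (Krt8, Epcam and Cdh1) were also highest in that mouse. Its layer score was -4.23, against -6.21 or lower in the other WT mice. Residual epithelium is a candidate explanation, and no biological explanation was tested.

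Ovgp1 was high in endometrium of WT mouse 8 (12.30 on the log2 CPM scale). In the same sample a separate list of 7 ciliated cell genes lay 4.07 log2 units above the tissue median, and ciliated cells in a few WT samples were tested by counting the WT endometrium samples where the list was raised by 1 unit or more, which was 1 of 7. Ciliated cells in that sample may be the source of the raised list, as a hypothesis, and whether they also account for Ovgp1 was not tested. A list of 6 adipocyte genes (1.49 log2 units) and Cfd (5.67) were also above the tissue median in that sample. The ciliated cell genes, Ovgp1 and Cfd were thus high together in it, and carry-over of other tissue was not tested. The annotated overlap of Ovgp1 with Wdr77 was not tested as a source of its counts.

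Low single values were found for 5 genes with few counts: Fkbp5 in KO mouse 6 myometrium (1.56 on the log2 CPM scale), Hdc in WT mouse 3 myometrium (1.67), Igf2 in KO mouse 2 myometrium (1.35), Plagl1 in KO mouse 11 myometrium (0) and in WT mouse 8 myometrium (1.57), and Plagl2 in WT mouse 3 uterus (1.04). Each rested on 0 or 1 count. Counting noise was tested by a binomial test of each count against the other mice of its group, with adjustment for the choice of 1 mouse among 7. None of the 6 values passed a threshold of 0.05, with adjusted p from 0.169 to 1 (unadjusted 0.0242 to 0.179). A count of 0 would have passed for 2 of the 6, so the test had little power and counting noise stays open. For Fkbp5 the level of KO mouse 6 was low in every tissue, with deviations from the tissue median of -2.97 in uterus, -2.38 in endometrium and -2.29 in myometrium on the log2 scale, so that value belongs to a mouse-wide difference as well.

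The genotype difference in total counts was lower by far in uterus than in endometrium, with a difference between the tissues of -339000 counts (KO minus WT in uterus less that in endometrium, exact permutation p = 0.0262, n = 7 each). It did not pass adjustment over the 9 differences between tissues that were tested (0.236). Within plate rows A to C the genotype difference was -135200 in uterus and 298300 in endometrium, and within rows D to F it was -191100 and -190300. The difference between the tissues was thus seen in rows A to C and not in rows D to F. Its cause was not tested. WT mice 1 and 5, both in rows A to C, had 264095 and 308575 counts in endometrium. The other WT mice had 624601 to 856587 there, and the comparison was not repeated without mice 1 and 5.

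With the mouse as a replicate block, 10 genes had a genotype by layer interaction in edgeR, against 0 without the block (658 at an unadjusted p under 0.05). Of 40 splits of the mice that were drawn, the real one included, 12 gave as many genes with the block. The other splits gave a median of 6 and at most 53 genes. A count of 10 was therefore not unusual for arbitrary groups of mice. Of the 10 genes, 8 are lower and include Acta2, Actg2, Tagln and Cnn1, which are smooth muscle genes. Muscle carried over into the scraped endometrium was tested with the Des level as a covariate, and 6 of the 10 genes kept an adjusted p under 0.05 (Acta2, Actg2, Tagln, Cnn1, Stat2 and Fkbp5). The layer difference in Des did not itself differ between the genotypes (-0.22 on the log2 scale, exact permutation p = 0.77, n = 7 each), so this covariate could not decide the question, and carried-over muscle stays open. Since arbitrary splits gave as many genes, no genotype effect is inferred.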

How the results depend on the processing

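All alternatives in this part were chosen before the data were examined. The deviations of Spink1 in single mice come from a search described below, which was chosen after results were seen. Among the values of the main comparisons under alternatives, 91 kept their direction and their side of the threshold, or stayed within 1.5 times the main count for counts of genes, and 6 did not. The count of genes between KO and WT in endometrium rose from 0 (676 at an unadjusted p under 0.05) to 1 with DESeq2 (Rab17) and to 7 with all 6 groups in a single fit (Fam183b, Pepd, Spon2, Pifo, Tctex1d4, Dcpp1 and Morn5, named after their values were seen). In myometrium it rose from 0 (548 at an unadjusted p under 0.05) to 3 with no gene filter (Gapdh, Spink1 and Cfd), to 1 with repeat libraries as separate samples and to 1 with spike-in scaling, which was Gapdh in both. The interaction rose from 0 (658 at an unadjusted p under 0.05) to 10 with the mouse as a replicate block. Tests of explanations for the interaction are given above, and those for Gapdh, Cfd and the ciliated cell genes are given below. Spink1 was higher in all 3 tissues of WT mouse 3 (4.14 in uterus, 3.07 in endometrium and 3.37 in myometrium, log2 scale). It was lower in all 3 of KO mouse 11 (-6.78, -4.92 and -2.71). No fit without these mice was made, so whether they carried the call of Spink1 is open. The cause was also not tested for the remaining genes. In uterus each alternative gave 0 genes, with 398 to 1682 at an unadjusted p under 0.05.

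For the named genes 419 values under alternatives were computed over 41 results, of which 409 kept their direction and their side of the threshold, 5 passed the threshold where they had not and 5 reversed in direction. Sizes could still change. Ovgp1 in WT layers fell from 6.09 to 2.37 with DESeq2, Gapdh in myometrium from 3.51 to 1.76 with limma, and with the mouse as a replicate block the layer changes in KO went from -4.15 to -6.65 for Pcp4 and from -4.08 to -6.40 for Tagln. The reversals concerned genes with few counts, and those in endometrium involve groups at or under the floor, so their estimates are not interpretable as folds. In endometrium the log2 estimate for Plagl1 was -0.0345 with DESeq2 and -0.138 with limma and the mouse as a random block, and that for Igf2 was 0.00282 with spike-in scaling. Over the alternatives the first ranged from -0.138 to 0.708 and the second from -0.383 to 0.00282. In myometrium the estimate for Plagl2 was -0.0145 with 1 library per mouse and -0.0459 with limma and the mouse as a random block. The cause was not tested.

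Spike-in scaling shifted the median log2 fold change of all genes to -0.37 in uterus and 0.27 in endometrium for KO against WT, to 0.21 and 0.57 for endometrium against myometrium in WT and KO, and to 0.35 for the interaction. It called 1417 layer genes in WT and 3049 in KO. The alternative that keeps all libraries could not change any result, since 0 libraries were left out. Its values are nevertheless counted among the 91 and the 409 that stayed the same. The alternative of an adjusted p under 0.1 left the estimates and p-values of the named genes unchanged and moved the threshold only. Plag1 had at most 1 count per library, and the floor of 3 counts stood at 2.45 to 11.7 CPM. Whether low depth or low expression lay behind the Plag1 counts was not tested.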

Other observations

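In this part the splits of the mice and the match of libraries to mice over all genes were chosen before their results were seen, and every other test was chosen after.

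Other splits of the mice were compared with the real one. Of 100 splits of the 14 mice into groups of 7, the real one included, 100 gave as many genes at an adjusted p under 0.05 as the real split in uterus, 100 in endometrium and 100 in myometrium, since the real count was 0 in each. At an unadjusted p under 0.05, 34 of 100 splits gave at least the 731 genes of uterus, 50 at least the 676 of endometrium and 64 at least the 548 of myometrium. For the interaction without a block 100 of 100 splits gave as many genes as the real count of 0 (658 at an unadjusted p under 0.05). Every split reaches a count of 0, so the comparisons with that count were fixed in advance. At an adjusted p under 0.05 the other splits gave at most 3 genes in uterus, 26 in endometrium and 11 in myometrium. For the interaction they gave at most 27. For the layers, 1 of 64 splits that swapped endometrium and myometrium within mice gave as many genes in WT, and 1 of 64 in KO, which was the real split in both. The other splits gave at most 624 genes in either genotype.

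The higher spike-in share in KO uterus was examined further. With genotypes permuted within plate rows A to C and D to F, the difference was 0.161 percentage points (exact permutation p = 0.00952 over 840 splits), so the plate rows did not account for it. More muscle in the sampled KO horn was tested with the layer score, which was 0.384 higher in KO and not lower. Across the 14 uterus libraries the share and the layer score had a Pearson r of 0.444 (permutation p = 0.11) and a Spearman rho of 0.393 (permutation p = 0.163), and r was 0.275 without the 2 libraries farthest from the median score. Gene counts changed by -0.399 on the log2 scale in KO (exact p = 0.0449, n = 7 each) and spike-in counts by -0.135 (exact p = 0.433, n = 7 each). The gap between these changes, 0.264, is the log2 ratio of spike-in to gene counts itself, so they restate the share and do not test it. Per the methods of the study each library started from the same mass of RNA. Whether fewer captured molecules or a biological difference lay behind the share could not be told apart.

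Gapdh was high in all 6 libraries of KO mice 2 and 9, with 211 to 693 counts against 5 to 33 counts in the other 39 libraries. Of the KO mice, 2 of 7 lay above the highest WT mouse in every tissue. Since the pattern was noticed in these mice, that count could not test a knockout effect limited to some mice. Plate position was tested with the neighbouring wells, the highest of which had 12.2% of the lowest CPM in mice 2 and 9. Reads shared with near-identical copies remained open. Of the 3 transcript starts of the gene 1 had 44 such copies and the other 2 had 0, and the count was also 0 when the first listed or the longest transcript was used, which had been tried earlier. A sequence variant of these mice was not tested, since reads were not used here. The pattern could not be told apart from shared copies, a sequence variant or an effect of the knockout in some mice. Whether Gapdh reads went uncounted in the 39 libraries with 5 to 33 counts was also not tested.

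Differences carried by a mouse in all 3 tissues were searched for as levels at least 4-fold from the tissue median in the same direction in uterus, endometrium and myometrium. There were 207 such pairs of gene and mouse among 14822 genes (119 higher and 88 lower, 136 genes), 102 in WT mice and 105 in KO mice. Permuting the mice within tissues gave a median of 27 pairs and at most 48, and 0 of 100 draws gave as many. The largest was Aqp8 in KO mouse 9, named after its values were seen, with deviations of -6.93 in uterus, -5.50 in endometrium and -6.23 in myometrium on the log2 scale.

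Explanations of these mouse-wide differences were tested in turn. Within a block of plate rows a mouse occupied a single column, so the repeat libraries in other columns were examined. A first version of this test selected genes with those libraries included and could only succeed, so it was replaced by a selection without them. In the replacement 22 of 30 differences (73.3%) in 2 mice were carried by every repeat library of the mouse in another column, at 1 log2 unit or more. For mouse 13 they were 9 of 9, in both wells D8 and E8, and for mouse 12 they were 13 of 21. The column did not account for most differences of these mice, and it was not tested for the other mice. Mislabelled mice were tested by matching libraries to mice. Over all genes 28 of 45 libraries matched their own mouse best (3.21 expected by chance), which left the question open. Over 200 genes that varied together between mice in the other tissues, a selection added after that outcome, 45 of 45 did. Near-identical copies were found for 11.6% of 121 such genes and for 3.34% of 599 genes matched on expression (Fisher's exact p = 0.000484). With the first listed transcript the shares were 9.09% and 1.67%, and with the longest they were 9.92% and 1.84%. The genes with copies under the main choice included Gapdh, which had been noticed before. They also included Gzmc, Gzmd, Gzme, Gzmf and Gzmg, all higher in WT mouse 3. Fisher's test counts such genes as independent, so its p-value overstates the evidence. Shared reads may contribute for those genes, and 107 of the 121 genes had no such copy. Inherited differences between outbred mice are an untested hypothesis for the rest. Other differences between the mice, such as their response to the gonadotropins, were not examined. A variant at transcript starts, which could change 5′ counts alone, was not tested either.

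In the fit of all 6 groups several ciliated cell genes were among those lower in KO endometrium. A separate list of 7 ciliated cell genes was raised by 1 log2 unit or more in 1 of 7 WT endometrium samples, that of mouse 8, and in 0 KO samples. These calls may rest on ciliated cells in that sample. Cfd was at least 2 log2 units above the tissue median with more than 3 counts in 5 of 42 samples, all WT, and a list of 6 adipocyte genes was raised in 4 of those 5. Under the criterion used first, which had no floor on counts, the list was raised in 4 of 8 samples high in Cfd. Adipocytes in single samples may account for Cfd, but the outcome depended on that criterion and the question stays open.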
